A study of Mus musculus with 4 samples. Its data were reported in "Abnormal transcriptome-wide DNA demethylation induced by folate deficiency causes neural tube defects" (2022).

How the data were processed

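Chromatin of Sv129 mESCs cultured with 4 mg/L folate (FA4) or 0 mg/L folate (FA0) was digested enzymatically and immunoprecipitated with an anti-H3K27ac antibody. A library was made from the IP and from the input of each condition, giving 4 libraries with no replicates. Per the submitters' processing notes, reads were demultiplexed with bcl2fastq 2.17, aligned with Bowtie 1.1.2 to mm10, and peaks were called with MACS2 2.1.0. The settings of the aligner and the peak caller, and the annotation tool, were not given in the sources used here. The libraries were PCR amplified without molecular identifiers, so intervals cover counting error only.

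The authors deposited 2 peak tables, and both were used. The first held 4088 peaks and the second the 1538 promoter peaks, all of which had identical coordinates in the first. The pileup is the signal deposited by the authors, the number of fragments of the IP library stacked at the summit, in whole numbers that were not scaled. The −log10 of the p-value and of the q-value were deposited as MACS2 computes them against the local background, and the lowest −log10 q in the table was 1.31, just past a q-value of 0.05. The fold enrichment ratio was deposited by the authors as pileup plus 1 over local background plus 1. Peak width and the distance to the nearest transcription start site were deposited in bp, with widths from 252 to 2456 bp.

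No column states which library was the control. The study names the same promoter peaks as FA4 against FA0, and whole-number pileups with the same lowest background also mark its FA4 peaks, so the list was read as peaks of the FA4 IP library over the FA0 IP library. The background was computed here as pileup plus 1, divided by fold, minus 1. By default it is the largest of the local FA0 estimates that the peak caller makes, not the FA0 pileup at the summit, so fold is not a plain ratio of levels. Backgrounds within 0.01 of the lowest were counted as equal to it. Because each peak is called where FA4 exceeds FA0, the table can show no region higher in FA0. A difference in IP efficiency between the libraries would move strongly acetylated promoters together. Enzymatic digestion leaves nucleosome-sized fragments, which affects where summits fall.

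Peaks were counted by the authors' annotation class, with promoters reaching 3 kb from a start site. Shares have exact (Clopper-Pearson) binomial intervals and counts exact Poisson intervals, at the 95% level. Gene symbols were matched to the protein-coding genes of the RefSeq annotation of GRCm38.p6, the assembly of mm10, by symbol or synonym, and 2021 of 2044 symbols matched. For each of 31 gene lists, the number of genes with a promoter peak was set against 10000 random lists of the same size drawn from 21896 protein-coding genes. The percent of random lists with a lower count is a description of these libraries. As an alternative, each list was cut to its genes with a peak of any class and set against random lists of such genes. That setting compares promoter with other peaks, not the number of genes with a peak. The number of lists that would reach the 95th percentile by chance was computed from the hypergeometric distribution. The procedure was tested on simulated lists of 40 genes, 100 for each planted share: it placed 2% of lists at or above the 95th percentile when 5% of members were given a peak, 66% at 15% and 100% at 50%. Peaks per 100 protein-coding genes and per Mb were computed for each chromosome, and in windows of 10 Mb and 1 Mb. The stretch of chromosome 1 was set after seeing the data, as the run of 1-Mb windows with the largest sum of peaks beyond 3 per window.

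Groups, tests, gene lists and the rule for named genes were fixed before the data were examined. The rule named the hedgehog and DNA methylation genes that the study names, the 10 promoter peaks of highest −log10 q, the 10 of highest fold, the 5 non-promoter peaks of highest −log10 q, and up to 4 genes of each described list by −log10 q. The alternatives were minimum −log10 q values of 2 and 3, a fold of at least 3, promoters within 1 kb, autosomes only, other overlap rules, 1 peak per gene, random lists of genes with any peak, and peak midpoints. Exclusion of chromosome 8 and of chromosome 1 from 112 to 129 Mb, a −log10 q of at least 3 for the hedgehog and chromosome counts, and rates per Mb were added after seeing the data, as were the spermatid gene lists of the closing section. The planned comparison with RNA changes was not run, since no column analysed here holds an expression value. Input libraries were not analysed here. Computation used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.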

Results

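H3K27ac, an acetylation of histone H3 found at active promoters and enhancers, was profiled by ChIP-seq in Sv129 mouse embryonic stem cells (mESCs) grown with normal folate (4 mg/L, FA4) or without folate (0 mg/L, FA0). There were 4 libraries, with 1 immunoprecipitated (IP) library and 1 input library per condition. The peak table analysed here held 4088 regions in which the FA4 IP library exceeded the FA0 IP library used as its control, so FA0 was the lower library at each of them. This order was inferred from the way the study names the same promoter peaks, since the table does not state it. The study's text describes the opposite direction, a slight gain of H3K27ac in mESCs without folate, and if the order were reversed every difference given here would be too. Fold enrichment, pileup (fragments stacked at the summit) and −log10 q are the authors' own values for each peak. Regions higher in FA0 were not analysed here, so the absence of a gene from the list says nothing of a rise in FA0. With 1 library per condition no difference has a replicate check, and no p-value across genes is given. Library totals were not analysed here, and depth is seen only in the pileups, which ran from 8 to 265 fragments with a median of 12.

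The first question was where in the genome H3K27ac was higher in FA4 than in FA0. Of the 4088 peaks, 1538 lay in promoters (37.6%, exact binomial 95% confidence interval 36.1 to 39.1), and 1065 of these were annotated within 1 kb of a transcription start site. A further 1160 peaks were distal intergenic, 1107 were intronic, 163 were exonic and 69 were in 3′ UTRs. Promoter peaks were tall with modest folds, with a median pileup of 30 and a median fold of 3.21 (quartiles 2.49 and 3.88). Non-promoter peaks were low with larger folds, with a median pileup of 11 and a median fold of 3.92 (quartiles 3.46 and 4.61). The contrast came from promoter peaks within 1 kb of a start site (median pileup 44, fold 2.85). Promoter peaks at 1 to 2 kb (pileup 13, fold 3.72) and 2 to 3 kb (12.5, fold 3.82) were close to non-promoter peaks. The local FA0 background recovered from each fold had a median of 9.89 at promoter peaks and 1.63 elsewhere. Protein-coding genes were the nearest gene of 2471 peaks, processed pseudogenes of 453 and lincRNAs of 360. In all, 1494 peaks (36.5%) stood within 0.01 of the lowest background in the list, 1.60. No peak listed there had a fold under 3.46, so the contrast in fold between low peaks and promoter peaks follows at least in part from the calling threshold. A pileup of 12 has a Poisson 95% interval of 6.20 to 21.0, which covers counting error only. The promoter share rose to 46.9% among peaks with −log10 q of at least 3 and was 27% among peaks with a fold of at least 3.

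The study asked whether folate deficiency changes H3K27ac at genes of the Sonic hedgehog (Shh) pathway, which patterns the neural tube. It showed H3K27ac profiles for 11 genes of the hedgehog list, of which 2, Gli1 and Cdon, had an FA4-over-FA0 peak. Its discussion also names Ptch1 and Rab23 from earlier work. Of these 13 genes, 3 had a peak, namely Ptch1, Gli1 and Cdon. The study also names protein kinase A, which is not counted among these because several genes encode it. Of its catalytic subunit genes in the list, Prkacb had a promoter peak (pileup 9, fold 3.69) and Prkaca had none listed. Gli1, a transcription factor and target of the pathway, had 2 promoter peaks, at chromosome 10, 127339517 to 127339914 (mm10; pileup 78, fold 3.12, −log10 q 12.6) and 127340330 to 127341004 (fold 2.27). Cdon, a hedgehog co-receptor, had 1 distal intergenic peak at chromosome 9, 35405632 to 35405988, with a pileup of 13 and a fold of 5.38. No peak was listed for Gli2, Hhatl, Smurf1, Csnk1g3, Boc, Gas1, Smo, Shh, Gli3 or Rab23. Peaks are listed under the gene with the nearest start site, so a peak inside any of these genes may carry another gene's name. This was not checked. Ptch1, the hedgehog receptor and a target of the pathway, had 9 peaks, 4 of them in promoters, with folds from 1.82 to 3.88. Its strongest peak lay at chromosome 13, 63564825 to 63565334, within 1 kb of a transcription start site, with a pileup of 103, a fold of 3.11 and −log10 q of 17.2. Of 40 hedgehog genes, 5 had a promoter peak, namely Ptch1, Gli1, Csnk1a1, Gsk3b and Prkacb, and 96.1% of random lists of that size had fewer. That percentile is a description of these libraries, and this list is not independent of the study, which examined hedgehog genes in the same libraries. With −log10 q of at least 3 the count was 3 of 40, above 89.2% of random lists. Among the 8 hedgehog genes with any peak, 5 had a promoter peak, above 61.0% of random lists of such genes. This last setting weighs promoter against other peaks, not the number of genes with a peak.

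**Figure D1:**
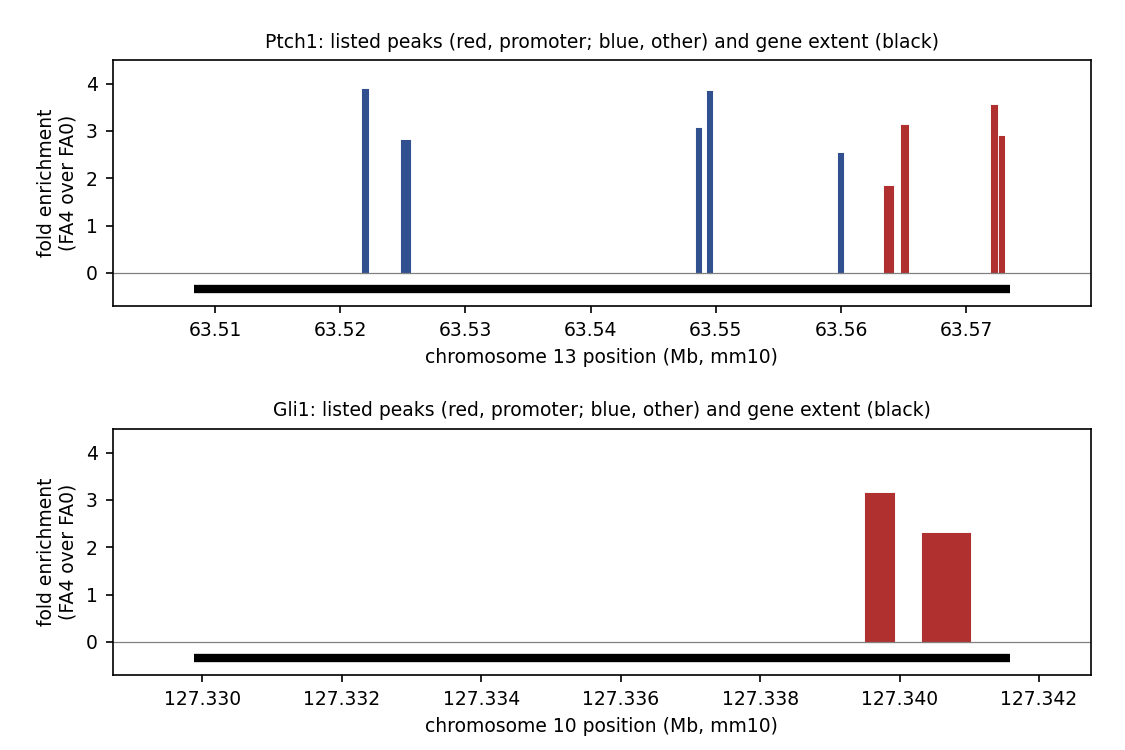
Position along chromosomes 13 and 10 (x axis, Mb, mm10) and fold enrichment of FA4 over FA0 (y axis) of each listed peak at Ptch1 and Gli1, with promoter peaks in red, other peaks in blue and the gene extent as a black bar. The 9 Ptch1 peaks run from a fold of 1.82 to 3.88, and both Gli1 peaks lie in the promoter.

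Genes of DNA methylation and of folate metabolism were the next groups. Dnmt1, the maintenance DNA methyltransferase, had a promoter peak at chromosome 9, 20937421 to 20937681, with a fold of 4.18 and a pileup of 20. Dnmt3a, a de novo methyltransferase, had a distal intergenic peak at chromosome 12, 3793398 to 3793661, with a fold of 4.12 and a pileup of 10. No peak was listed for Dnmt3b, Tdg or the DNA dioxygenase genes Tet1, Tet2 and Tet3, where a peak inside the gene may again carry another gene's name. In the DNA methylation list 3 of 20 genes had a promoter peak, the others being Uhrf1 (fold 1.91) and Zfp57 (fold 2.22). In the folate and one-carbon list 4 of 36 genes did. Mthfd2, a mitochondrial folate enzyme, had a fold of 3.50 (pileup 51) and the folate receptor gene Folr1 2.52 (pileup 46). The serine hydroxymethyltransferase gene Shmt1 had a fold of 4.28 on a pileup of 14. The methionine synthase gene Mtr had a fold of 3.43 on a pileup of 8, the lowest listed, with −log10 q of 1.33. Random lists had fewer promoter peaks in 93.4% of draws for DNA methylation and 90.6% for folate, both under the 95th percentile. With −log10 q of at least 3 the DNA methylation list, still at 3 of 20, lay above 98% of random lists. With promoters within 1 kb it had 2 of 20 (84.4%). Among its 4 genes with any peak, 3 had a promoter peak, above 66.8% of random lists of such genes. With 4 genes that setting could not reach the 95th percentile, since 92.8% of random lists had 3 or fewer.

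Promoter peaks were concentrated at genes of protein synthesis. Of 82 cytosolic ribosomal protein genes, 48 had a promoter peak (58.5%, interval 47.1 to 69.3), against 1041 of 21896 protein-coding genes (4.75%). The large subunit had 31 of 48 and the small subunit 17 of 34. Rpl7a had a pileup of 128 and a fold of 4.72, Rpl23 a pileup of 166 and a fold of 3.62, Rps18 a pileup of 135 and a fold of 4.87, and Rps26 a pileup of 92 and a fold of 3.34. Translation initiation and elongation factors had 23 of 46, led by Eif2s2 (fold 4.02), Eif4b (3.11), Eif4a2 (2.45) and Eef1g (3.15). Aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, had 12 of 37, among them Yars (3.18), Nars (3.93) and Aars (2.75). Ribosome biogenesis had 11 of 49, with Nob1 at a fold of 4.39, and the RNA polymerase subunits had 8 of 27, with Polr1a at 3.35 and Polr1c at 5.15. For each of these lists over 95% of random lists had fewer genes with a peak. The mitochondrial ribosome had 7 of 78 genes, a count that 92.2% of random lists fell below. Its difference from the other lists was not tested. Its interval (3.68% to 17.6%) overlapped those of ribosome biogenesis (11.8% to 36.6%) and the RNA polymerase subunits (13.8% to 50.2%). The ribosome lists are not independent of the study, and ribosomal protein genes have many pseudogene copies that can share their reads.

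**Figure D2:**
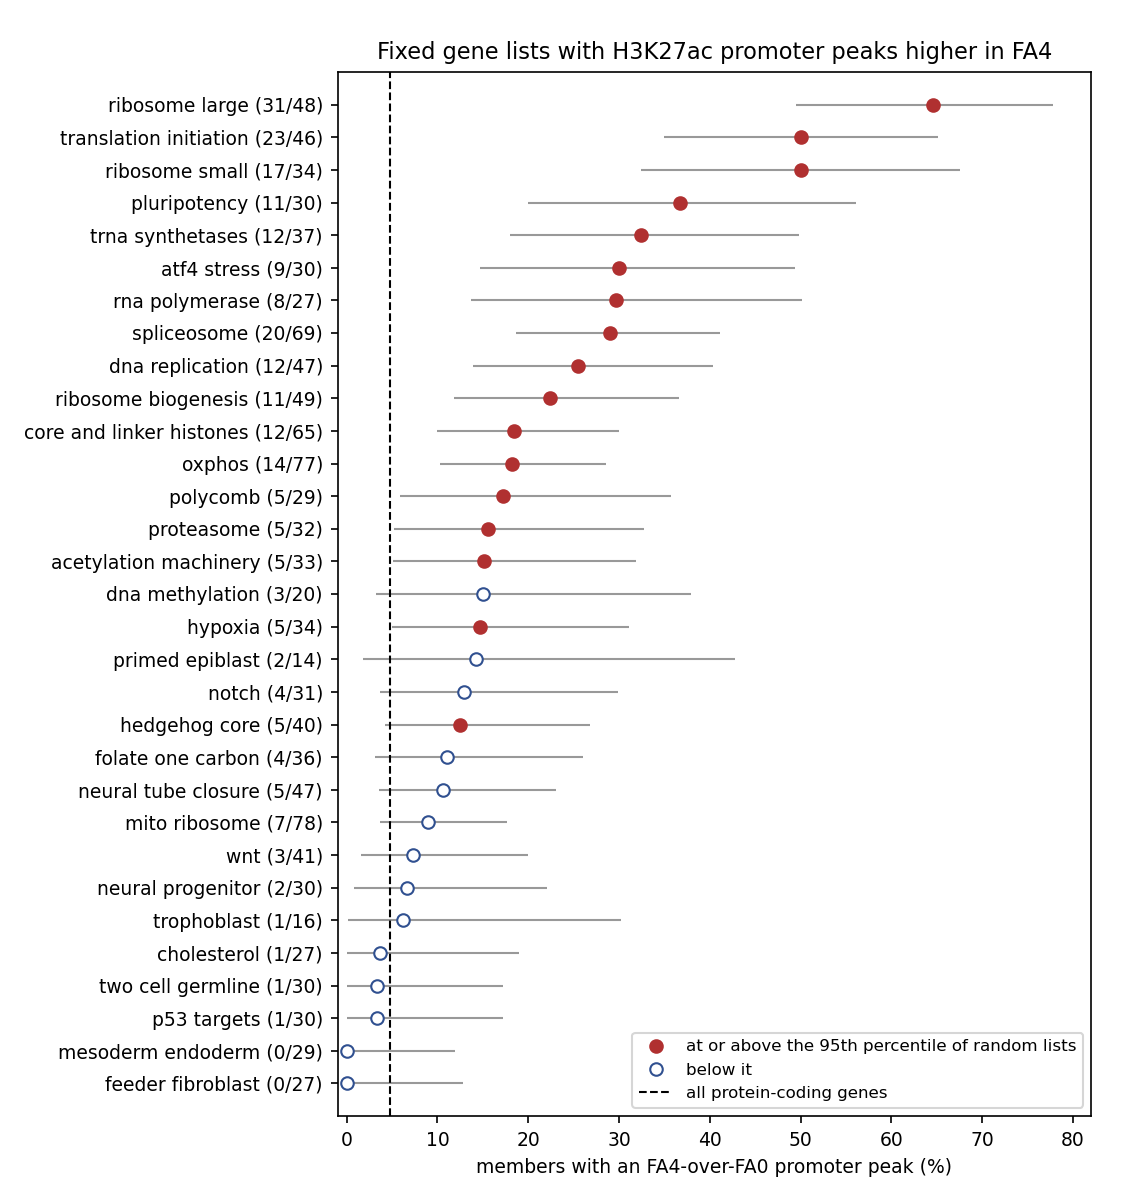
Percent of each fixed gene list with an FA4-over-FA0 promoter peak (x axis) for the 31 lists (y axis, with genes with a peak over genes in the list), with exact binomial 95% intervals as lines; filled points lie at or above the 95th percentile of random lists and the dashed line marks all protein-coding genes. The large ribosomal subunit is highest with 31 of 48, and the mesoderm and endoderm list and the feeder fibroblast list have 0.

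Genes of growth and of the stem cell state formed the other groups with frequent promoter peaks. In the spliceosome list 20 of 69 genes had a peak, led by Snrpa (fold 3.53), Srsf5 (4.01), Hnrnpa2b1 (2.77) and Srsf1 (3.30). DNA replication genes had 12 of 47, including Rrm2 (3.22), Pcna (2.83) and Mcm5 (2.59), and core and linker histone genes 12 of 65, led by H1f2 (2.85) and H2bc9 (3.83), in gene clusters whose near-identical copies can share reads. Pluripotency genes had 11 of 30, led by Zfp42 (3.49), Klf2 (2.84), Trim28 (2.79) and Sox2 (pileup 104), and Pou5f1 (pileup 96) and Nanog (pileup 85), which were chosen after their values were seen, were also listed. Genes of the ATF4 amino acid stress response had 9 of 30, with Slc3a2 at 3.07, Slc7a5 at 3.36, Mthfd2 at 3.50 and Psph at 2.69. Oxidative phosphorylation had 14 of 77, led by Cox7c (3.46) and Atp5b (2.64). Smaller excesses were seen in polycomb genes (5 of 29, led by Jarid2 and Mtf2), the proteasome (5 of 32, led by Psmb6), acetylation enzymes and readers (5 of 33, led by Brd2 and Kat7) and hypoxia genes (5 of 34, led by Eno1 and Hk2). Counts lay below the 95th percentile of random lists for neural tube closure (5 of 47, including Jarid2 and Trp53), Notch (4 of 31, with Psenen at a fold of 4.33), Wnt (3 of 41), neural progenitor (2 of 30), primed epiblast (2 of 14), cholesterol (1 of 27), p53 target (1 of 30) and 2-cell and germline genes (1 of 30). The gene with a peak in the p53 target list was Trp53, which encodes p53 itself and was also counted under neural tube closure. With −log10 q of at least 3, neural tube closure was still at 5 of 47 and lay above 98.9% of random lists. With promoters within 1 kb it had 3 of 47 (76.5%). Among its 11 genes with any peak, 5 had a promoter peak, above 24.6% of random lists of such genes. With −log10 q of at least 3 the proteasome fell to 3 of 32, above 93% of random lists. Among markers of other cell types the culture could hold, trophoblast genes had 1 of 16, mesoderm and endoderm genes 0 of 29 and feeder fibroblast genes 0 of 27, of which 2 had a peak of any class. In all, 17 of the 31 lists reached the 95th percentile, where 0.841 would on average for random lists of these sizes. With each list cut to its genes with any peak, 12 did against random lists of such genes. The polycomb, proteasome, acetylation, hypoxia and hedgehog lists were those lost. That setting compares promoter with other peaks, and a list with few such genes, like DNA methylation, could not reach the mark. Random lists were not matched on H3K27ac level, which was not analysed here at genes without an FA4-over-FA0 peak. A high percentile may therefore reflect genes with H3K27ac in both conditions, and this was not tested.

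The promoter peak with the highest −log10 q lay beside Gm24950, a small nuclear RNA gene on chromosome 11 (pileup 265, Poisson interval 234 to 299, fold 4.27), and Rnu2-10, a U2 small nuclear RNA gene on the same chromosome, was also among the highest 10. Small nuclear RNA genes are repeated families, so the place of these reads is uncertain. The others were Tardbp, an RNA-binding protein gene, at chromosome 4, 148626111 to 148627355 (pileup 148, fold 6.11), the mitochondrial chaperone gene Hspa9 (150, fold 4.86), Rps18, Rpl7a, Eif2s2, Rpl23, Psenen and Zfp42. The promoter peaks with the highest folds were low peaks on little FA0 background. Smcp, Tnp2 and Prm2, genes of sperm formation, came first, with folds of 10.4, 8.04 and 7.68 and pileups of 26, 28 and 25. Tnp2 and Prm2 are neighbours on chromosome 16. Stk4 (7.30), Cip2a (6.92), Gm3289 (6.92), 1700001J03Rik (6.77), Eif2b3 (6.53), Gm19027 (6.53) and Spag4 (6.53) followed, each with a pileup of 16 to 18. Outside promoters the highest −log10 q values were at Erdr1 on chromosome X (fold 4.82), Gm47283 on chromosome Y (2 peaks, folds 3.81 and 2.52), the pseudogene Rpl30-ps6 on chromosome 1 (3.19) and a distal intergenic peak near Slc25a5 on chromosome X (5.78). Erdr1, Gm47283 and the pseudogene have near-identical copies, so the place of their reads is uncertain.

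Summits of the promoter peaks lay more often downstream of the transcription start site than upstream of it. Of the 1538 summits, 920 were downstream (59.8%, interval 57.3 to 62.3). The stretch from 50 to 500 bp downstream held 28.9% of summits (26.7 to 31.3), and the same stretch upstream held 15.3% (13.6 to 17.2). At the 922 promoter peaks with an FA0 background of at least 5, a limit chosen after seeing the data, these shares were 42.2% and 20.1%, and 3.69% of summits lay within 50 bp of the start site. Peaks are not replicates, and the intervals cover counting error only.

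**Figure D3:**
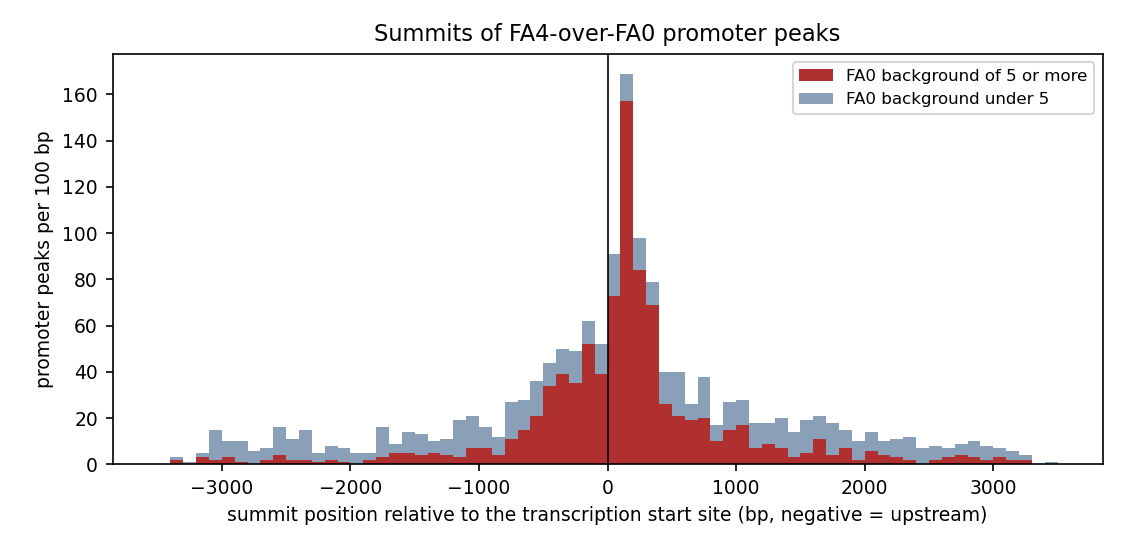
Promoter peaks per 100 bp (y axis) by the position of the summit relative to the transcription start site (x axis, bp, negative is upstream), stacked by an FA0 background of at least 5 (red) or under 5 (grey-blue). The tallest bars lie just downstream of the start site, where 28.9% of summits fall between 50 and 500 bp.

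Chromosome 8 had more FA4-over-FA0 peaks than any other chromosome. It held 461 peaks, or 44.2 per 100 protein-coding genes (Poisson 95% interval 40.3 to 48.5), while the 18 other autosomes ranged from 12.4 to 26.9 with a median of 17.9. The rate on chromosome 8 was 2.47 times that median, and it was 2.13 times for promoter peaks and 2.68 times for non-promoter peaks. Zfp42, Klf2, Nob1, Aars, Mcm5 and Slc7a5 are named above and lie on chromosome 8. Chromosome 1, the next highest, had a dense stretch from 112 to 129 Mb with 97 peaks, 5.71 per Mb against 1.27 in the rest of the chromosome. The bounds of that stretch were set after seeing the peak density, by a rule that gave 111 to 135 Mb or 112 to 126 Mb with a looser or a stricter density. Among 2133 other, overlapping stretches of 17 Mb on the autosomes, the median was 22 peaks. As many as 97 were found in 10 of them, all on chromosome 8, and the highest elsewhere had 82, on chromosome 11. Chromosomes X and Y had 6.83 and 4.30 peaks per 100 genes. Without chromosome 8 and the chromosome 1 stretch, an exclusion also chosen after seeing the data, all 17 gene lists at or above the 95th percentile of random lists remained there, with pluripotency at 9 of 27.

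**Figure D4:**
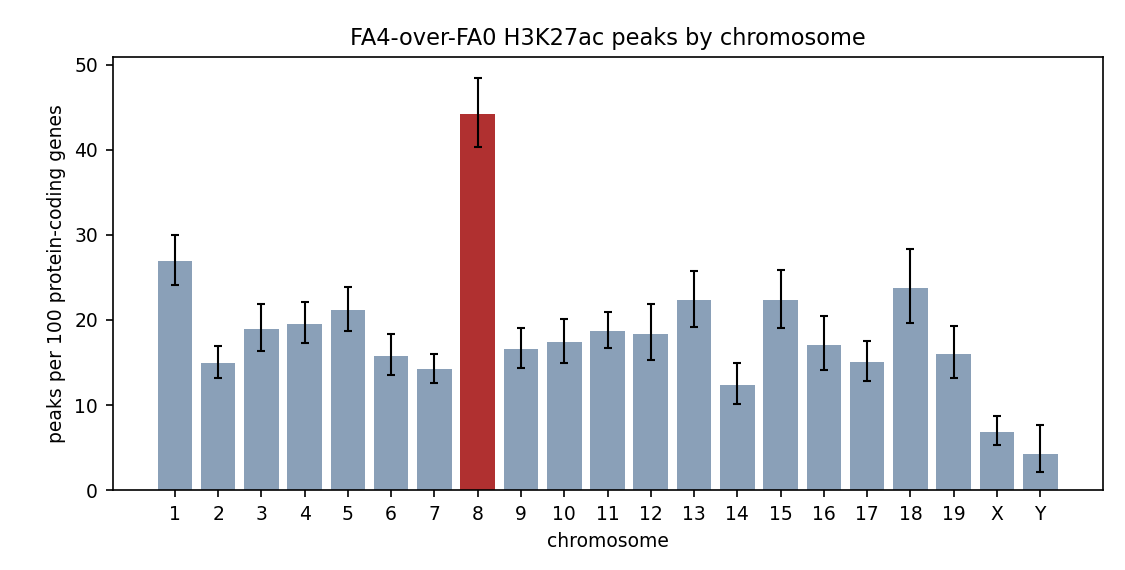
FA4-over-FA0 peaks per 100 protein-coding genes (y axis) on each chromosome (x axis), with Poisson 95% intervals. Chromosome 8, in red, stands at 44.2, above the range of 12.4 to 26.9 in the other autosomes.

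**Figure D5:**
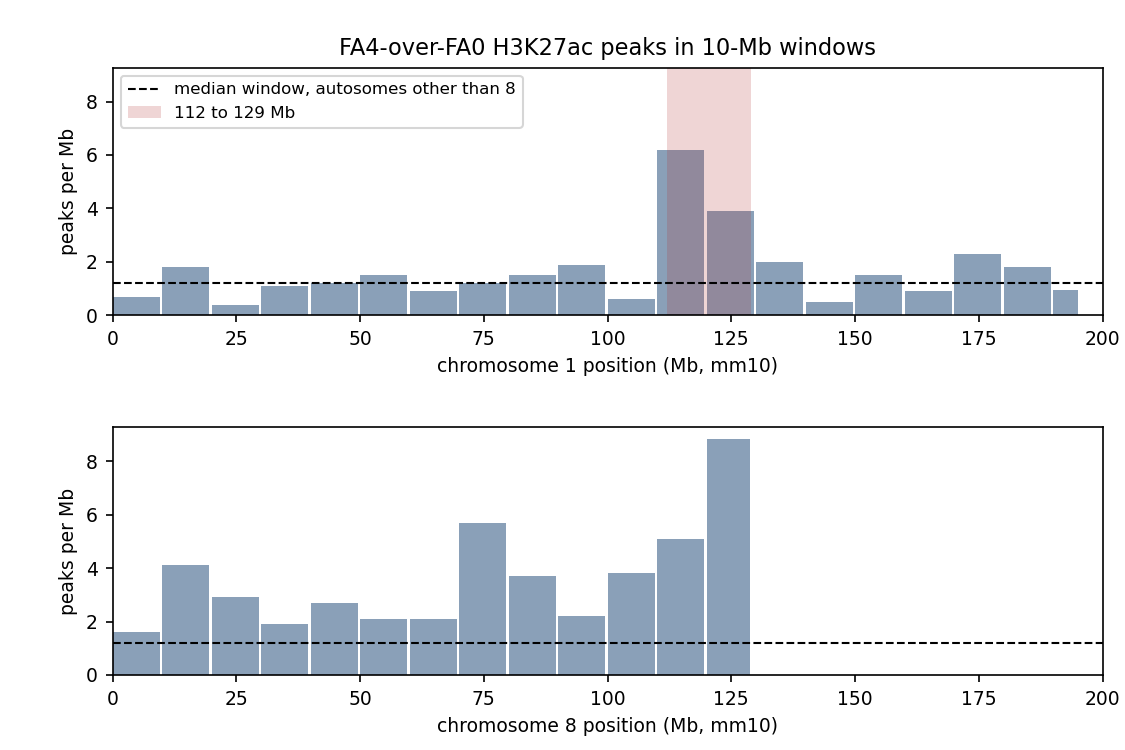
FA4-over-FA0 peaks per Mb (y axis) in 10-Mb windows along chromosomes 1 and 8 (x axis, Mb, mm10), with the stretch from 112 to 129 Mb shaded and the median window of the autosomes other than 8 dashed. Every window of chromosome 8 stands above that line, and on chromosome 1 the excess sits in the shaded stretch.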

Values the study reported

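The study reported 73,769 H3K27ac peaks across 12,026 genes in its ChIP-seq of mouse ESCs.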

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

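The rate on chromosome 8, the summit share, the median folds and the 3 of 13 hedgehog genes with a peak (2 of 11 without Ptch1 and Rab23) stayed within 1.5 times of the values reported under each alternative run for them, and the median promoter pileup went from 30 to 45 with −log10 q of at least 3. With −log10 q of at least 3 the list fell to 1909 peaks, 896 of them in promoters, and 858 promoter peaks had a fold of at least 3. The promoter share was 42.4% with −log10 q of at least 2, 46.9% with at least 3, and 27% with a fold of at least 3, settings that keep fewer peaks by construction. It was 26.1% with promoters within 1 kb, which keeps every peak and narrows the class. In the single gene lists, 25 of 124 counts moved by over 1.5 times or from 0 (11 up, 14 down), and 99 did not, 46 of them being identical. Of the 17 lists at or above the 95th percentile, 16 remained with peaks of any class, 15 with −log10 q of at least 3 (DNA methylation and neural tube closure joined them), 17 with promoters within 1 kb, 12 against random lists of genes with any peak, and 17 without chromosome 8 and the chromosome 1 stretch, which was added after seeing the data along with the stricter −log10 q for hedgehog and chromosome counts and the rate per Mb. No paired analysis was possible because each group has 1 library, and no replicate could be left out. The alternatives for RNA changes were not run, since no expression value was analysed here. Depth limits low peaks most, since 50.7% of peaks have a pileup of 12 or less.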

Other observations

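Some genes were the nearest gene to runs of peaks, and a minimum of 5 peaks per gene was chosen after the values were seen. It was met by 20 of 3466 gene symbols, while 3038 had 1 peak. Of the 20, 4 were on chromosome 8 and 5 on chromosome 1, all 5 in the dense stretch from 112 to 129 Mb. Ptch1, described above, had 9. Jarid2, a polycomb partner gene, had 9 peaks over 54.6 kb of chromosome 13, with folds from 1.90 to 2.91. Mir290a, in a microRNA cluster active in mESCs, had 9 peaks over 17.9 kb of chromosome 7, with folds from 1.77 to 3.03. Jarid2 and Mir290a had 2 promoter peaks each, and their other peaks were distal intergenic. Gm47283 had 7, and 9330185C12Rik, Actn4, Gse1 and Rnf220 had 6 each. The other 12 had 5 each, among them the pluripotency genes Klf2 and Zfp42.

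With peaks of any class counted, 4 further lists passed the 95th percentile of random lists. Neural tube closure had 11 of 47 genes, above 99.7% of random lists, Wnt 9 of 41 (98.8%), Notch 7 of 31 (97.7%) and folate and one-carbon genes 7 of 36 (95.3%). With promoters within 1 kb these lists lay above 76.5%, 81.7%, 69.4% and 62.8% of random lists, in that order, and among genes with any peak the promoter counts lay above 24.6%, 7.77%, 46.8% and 47%. With −log10 q of at least 3, Wnt had a promoter peak at 1 of 41 genes (28.3%). Random lists were matched on list size only. A long gene, or a gene far from its neighbours, can be nearest to more peaks of any class. The percentiles for peaks of any class may reflect this, which was not tested. The peak count quoted from the study above is not a count of FA4-over-FA0 peaks, so it is not compared with the counts here.

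Of the tests below, those of clusters, gene density and copy number on chromosome 8, of clusters on chromosome 1, of each ribosomal subunit and of other housekeeping genes were chosen after the result was seen. Chromosome 8 held 2.47 times the median rate of the other autosomes. A local cluster is argued against by 38.5 peaks per 100 genes without its 2 densest 10-Mb windows, above every other autosome, and gene density by a rate per Mb that was 1.44 times that of the next autosome. A difference in chromosome 8 copy number between the cultures is a candidate explanation, since 13 of 13 windows lay above the median window of the other autosomes and promoter and non-promoter peaks were both in excess. A gain in FA4 and a loss in FA0 would look alike here, and the input libraries, which would test copy number, were not analysed here. An effect of folate on this chromosome stays open and was not tested.

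On chromosome 1 from 112 to 129 Mb, 97 peaks were listed, 89 of them outside promoters. In the stretch 16 of 17 windows of 1 Mb lay above the genome median of 1 peak, but the stretch was chosen for its density, so this leaves a few clusters open. A copy difference of the segment may also account for the excess, and these cannot be told apart. Promoter peaks per Mb were 1.08 times those of the rest of the chromosome, resting on 8 peaks (Poisson interval 3.45 to 15.8), and non-promoter peaks 6.26 times. Before the test, a copy difference was predicted to raise both classes per Mb, and only non-promoter peaks were raised. The 8 promoter peaks are too few to decide it. Per gene, a rate that was not part of that prediction, promoter peaks were 2.64 times as frequent. An effect of folate was not tested.

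Promoter peaks were found at 48 of 82 cytosolic ribosomal protein genes. If strong acetylation alone let small folds pass the peak threshold, their folds would not exceed those of other promoter peaks on like FA0 background. The median fold of all 48 (2.68) lay at the 99.4th percentile of matched lists, but this pools the subunits, whose difference was not tested: the large subunit's 2.90 lay at the 99.99th (matched median 2.44, range 2.22 to 2.70 for 95% of lists), which argues against it there, and the small subunit's 2.21 at the 12.8th (2.35, range 2.11 to 2.74), so it may account for those 17 genes. The 8 other fixed lists of genes active in every cell type held 415 genes, and 24.1% had a promoter peak (interval 20.1 to 28.5). This is under the ribosomal share and above the 4.75% of all protein-coding genes. It argues against activity in every cell type alone. Strong activity stays open, since these lists were not matched on H3K27ac level. Single lists ran from 8.97% for the mitochondrial ribosome to 50% for translation factors, which lies within the ribosomal interval. Promoters without an FA4-over-FA0 peak were not analysed here. Reads shared with pseudogenes, a difference in IP efficiency between the libraries and an effect of folate were not tested and stay open.

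A wider rise of H3K27ac at spermatid genes in FA4 was tested as a hypothesis, after Smcp, Tnp2, Prm2, Odf1 and Spag4 were seen among the highest folds. Of 50 further spermatid genes, 1 had a promoter peak (Prm1, fold 5.00), and 8.5% of random lists had fewer. The Prm1 peak lies beside those of Tnp2 and Prm2 on chromosome 16 (10788347 to 10796795), so these genes are not separate loci. Random lists had a median of 2. Before the test, a count no higher than that median was set to go against a wider rise, and the count of 1 met this. The list of further genes left out the 5 genes already seen with a peak, which lowers its count, so the hypothesis stays open.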
